# Stimulation of Cell Elongation by Tetraploidy in Hypocotyls of Dark-Grown Arabidopsis Seedlings

**DOI:** 10.1371/journal.pone.0134547

**Published:** 2015-08-05

**Authors:** Hideki Narukawa, Ryusuke Yokoyama, Shinichiro Komaki, Keiko Sugimoto, Kazuhiko Nishitani

## Abstract

Plant size is largely determined by the size of individual cells. A number of studies showed a link between ploidy and cell size in land plants, but this link remains controversial. In this study, post-germination growth, which occurs entirely by cell elongation, was examined in diploid and autotetraploid hypocotyls of *Arabidopsis thaliana* (L.) Heynh. Final hypocotyl length was longer in tetraploid plants than in diploid plants, particularly when seedlings were grown in the dark. The longer hypocotyl in the tetraploid seedlings developed as a result of enhanced cell elongation rather than by an increase in cell number. DNA microarray analysis showed that genes involved in the transport of cuticle precursors were downregulated in a defined region of the tetraploid hypocotyl when compared to the diploid hypocotyl. Cuticle permeability, as assessed by toluidine-blue staining, and cuticular structure, as visualized by electron microscopy, were altered in tetraploid plants. Taken together, these data indicate that promotion of cell elongation is responsible for ploidy-dependent size determination in the Arabidopsis hypocotyl, and that this process is directly or indirectly related to cuticular function.

## Introduction

Cell proliferation and differentiation, including cell expansion, are crucial processes needed for organogenesis in multicellular organisms. However, compared with animal tissues, organ growth in plants is more heavily dependent on cellular expansion. Plant cells are able to expand dramatically, and can sometimes increase their volumes greater than 1000-fold [1]. The size of the mature plant organ is largely determined by individual cell size. Cell size is regulated by a number of factors, including the timing of cell expansion onset, the cellular expansion rate, and the timing of expansion cessation. The regulatory mechanisms responsible for these processes have been investigated from two main perspectives. One perspective focuses on changes to the mechanical properties of the cell wall. These changes, which affect cellular water uptake, are regulated by environmental cues and plant hormones [2]. The other perspective focuses on autopolyploidy and endopolyploidy, both of which have been correlated with cytoplasmic volume and, hence, cell growth [1].

Endopolyploidy, which is essential for angiosperm development, is controlled by an endoreduplication cycle whereby the genome is duplicated without cellular division. Conversely, autopolyploidy arises spontaneously or experimentally through the production of a 2n gamete during reproduction [3]. The growth phenotype of dwarf mutants defective in endoreduplication can be overcome by colchicine-induced polyploidization [4], and endopolyploidy and autopolyploidy can therefore be considered as comparable to one another with respect to polyploidy-dependent plant size.

Two main hypotheses have been proposed to explain the mechanism by which polyploidy affects cell size [1, 5]. The first of these proposes that gene expression is proportional to ploidy level. In this case, total metabolic activity would be enhanced in polyploid tissues, and this would lead to an increase in growth rate [1]. Circumstantial support for this hypothesis is provided by the observation that endoreduplication commonly occurs in rapidly developing tissues that have high metabolic activity [6]. Further supportive evidence is obtained using microarray analysis that shows only a few differentially expressed genes among different ploidy levels, indicating that the abundance of most of the mRNA may increase in polyploid cells [1, 7]. Recently, Bourdon et al. provided the direct evidence that endopolyploidy increased transcription of rRNA and mRNA on a per-nucleus basis [8]. The second hypothesis envisages the involvement of certain specific genes in ploidy-dependent cell-size determination [5]. This hypothesis is based on the assumption that a cell is a composite of linear, planar, and spherical modules (e.g., microtubule, cell membrane, and cytoplasm, respectively), and that the abundance of individual gene products required for their activities is proportional to their dimension(s). In this model, for the cell volume to double, the transcripts required for spherical modules would need to increase twofold, whereas the transcripts needed for linear and planar modules would need to increase 2^2/3^-fold and 2^1/3^-fold, respectively [5, 9]. This hypothesis is partially supported by transcriptomic data showing that a number of cell-surface localized proteins are significantly downregulated in tetraploid yeast [10]. In land plants, however, no genes with specific functions shared between different species have yet been identified as being altered according to ploidy level. The mechanisms by which ploidy levels affect cell size therefore remain elusive.

Cells elongate more than 100-fold during etiolated development in *Arabidopsis thaliana* hypocotyls. As no cell division occurs, post-germination hypocotyl growth is governed exclusively by cell expansion, and *A*. *thaliana* hypocotyls therefore serve as useful model systems for the study of cell size. Despite the lack of apparent mitotic activity during post-germination growth, a large portion of cells in *A*. *thaliana* hypocotyls undergo endoreduplication. In some experiments, the level of endoreduplication was higher in dark-grown hypocotyls than in light-grown ones, which may be indicative of a positive correlation between ploidy level and plant size [11]; however, other similar research found no such correlation [1, 12]. This suggests that factors other than ploidy are important in determining cell size. It remains possible that the correlation between ploidy and cell size occurs due to mutual feedback between the two processes, and that ploidy is not the main driving force behind cell growth [6, 13]. The role of ploidy in determining cell size remains controversial [12].

In this study, we wished to examine more closely the relationship between ploidy and cell growth. Cell size is determined by a range of factors that vary temporally and spatially according to developmental stage and tissue type. It seems unlikely, therefore, that a common signaling pathway is shared by all plant species and tissue types. We therefore focused on cell elongation occurring in a specific region of the hypocotyl of dark-grown *A*. *thaliana*, and compared growth parameters and gene expression profiles between diploid and tetraploid plants.

## Materials and Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (L.) Heynh. Col-0 plants were used as a diploid control. Tetraploid plants were generated in the Col-0 background, and were assessed for the ploidy using both flow cytometry and fluorescence in situ hybridization for centromeres as described by Breuer et al. [4]. Arabidopsis seeds were surface-sterilized in 70% ethanol and were sown on Murashige and Skoog (MS) medium, adjusted to pH 5.8, containing 2% (w/v) sucrose and 0.4% gellan gum. Following storage at 4°C for 3 days, seeds on MS medium were germinated in continuous white light (45 μmol m^-2^s^-1^) at 22°C in a growth chamber (Nippon Medical and Chemical Instruments Co., Ltd., Osaka, Japan). For light incubation, geminated seeds were allowed to grow under the same light conditions with the MS medium plate placed horizontally. For dark incubation, seeds were germinated under light conditions for 1 day, but MS plates were subsequently double-wrapped in aluminum foil and placed vertically to allow seedlings to grow along the surface of the medium.

For incubation in light with a low red/far-red ratio, seedlings were irradiated with 0.4 μmol m^-2^s^-1^ white light supplemented with 5.5 μmol m^-2^s^-1^ far-red light (730 nm light-emitting diode).

### Hypocotyl and cell-length measurements

Light-grown seedlings were imaged using a microscope (Leica M205 FA, Leica Microsystems, Heerbrugg, Switzerland). Whole dark-grown seedlings were imaged on the MS plates at 1-day intervals using a scanner (GT-9800F, Epson Japan) at a resolution of 400 dpi. Hypocotyl cortical cells were imaged using a microscope (DMRXP, Leica Microsystems). ImageJ 1.44 software (www.rsb.info.nih.gov/ij; Wayne Rasband, National Institutes of Health) was used to determine hypocotyl and cell lengths from digital microscopy and scan images.

To measure growth rates in the elongation zone of dark-grown hypocotyls, the upper part of the hypocotyl was divided into several ~1 mm subsegments by application of lanolin marks on the surface. The growth rate for each of the marked segments was measured by recording the distance between lanolin marks on images scanned at 720 dpi (GT-9800F).

### RNA extraction and microarray analysis

Total RNA samples were separately extracted from three batches of tissue segments derived from the apical 4 mm region of 7-day-old dark-grown hypocotyls of diploid (wild-type) and tetraploid Arabidopsis using a Qiagen RNeasy plant mini kit (Qiagen Japan, Tokyo, Japan). RNA samples were treated with TURBO DNase (Ambion Japan, Tokyo, Japan), and labeled with a Low Input Quick Amp labeling kit two-color (5190–2306; Agilent Technologies) and Agilent RNA Spike-In kit two-color (5188–5279; Agilent Technologies). The cRNAs of diploid and tetraploid samples were labeled with Cy3 and Cy5 fluorescent dyes, respectively. Microarray analysis was performed by hybridizing three arrays in a single Arabidopsis (V4) Gene Expression Microarray slide (4×44 K; Agilent Technologies) with mixture of the Cy3 and Cy5 labeled cRNAs. After hybridization by Gene Expression Hybridization kit (5188–5242; Agilent Technologies), the microarray slide was scanned using a scanner model G2539A with scan control A.8.5.1(Agilent Technologies).

Data analysis was performed using Feature Extraction 10.10.1.1 (Agilent Technologies) and GeneSpring GX 12.6.1 (Agilent Technologies). The *p* value of each gene was calculated by *t*-test against zero, and corrected by the Benjamini and Hochberg false discovery rate (FDR) method [14]. Differential expression between diploid and tetraploid seedlings was considered to be statistically significant at *p* < 0.05 and FDR < 0.1. All the microarray data were deposited at NCBI Gene Expression Omnibus (GOE) database (http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession number GSE69349.

DAVID bioinformatics resources 6.7 were used for Gene Ontology analysis [15] with a cutoff value < 0.05 for the Benjamini-corrected *p*-value of Fisher’s exact test.

### Quantitative Real time RT-PCR analysis

Total RNA samples from the apical 4 mm region of 7-day-old dark-grown hypocotyls of diploid and tetraploid Arabidopsis were treated with TURBO DNase (Ambion Japan, Tokyo, Japan). One-step real time RT-PCR was performed using MultiScribe reverse transcriptase (Applied Biosystems), SYBR Green PCR Master mix (Applied Biosystems) and 7300 Real Time PCR System (Applied Biosystems). Primer sets used for PCR reaction are listed in S1 Table.

### Cuticle analysis

Hypocotyls were stained using toluidine-blue as described by Tanaka et al. [16], and images were recorded using a digital camera (Canon Powershot G12, Canon Inc.,Japan)

### Transmission electron microscopy (TEM) analysis

For TEM analysis of cuticles, the apical 3 mm regions of 7-day-old dark-grown hypocotyls from diploid and tetraploid plants were excised and fixed at 4°C overnight in 0.05 M cacodylate buffer (pH 7.4) containing 2% glutaraldehyde and 2% paraformaldehyde. Samples were next fixed with 1% tannic acid in cacodylate buffer for 1 h at 4°C and were then rinsed four times in 0.05 M cacodylate buffer (30 min per wash). Finally, samples were fixed in 1% osmium tetroxide for 3 h at 4°C. After dehydration in graded ethanol solutions (50%, 70%, 90%, and 100%), samples were embedded in epoxy resin Quetol-651 (Nisshin EM Co. Ltd., Japan). Thin sections (80 nm thickness) were prepared using an ultramicrotome (Ultracut UCT, Leica Microsystems), collected on copper grids, stained with 2% uranyl acetate and lead citrate, and examined with a transmission electron microscope (JEM-1400Plus, JEOL Ltd., Japan).

## Results

### Growth rate and final cell length are enhanced in tetraploid Arabidopsis seedlings

To investigate the growth effects of increased ploidy in *A*. *thaliana*, we compared hypocotyl growth between diploid (wild-type) plants and tetraploid plants. In light-grown plants, no significant difference in overall morphological appearance was observed between diploid and tetraploid plants in either the hypocotyl or rosette leaves at various growth stages (Fig 1A and 1C), as reported previously [17]. By contrast, from day 5 onwards, hypocotyl length in dark-grown plants (Fig 1B and 1D) was significantly longer in tetraploid plants than in diploid plants. In addition, for days 5–11, the increment of hypocotyl length per day in dark-grown plants was higher in tetraploid than in diploid plants. This suggests that the promotion of hypocotyl elongation in tetraploid plants occurred as a result of a higher elongation rate in these plants compared to diploid plants (Fig 1E).

**Fig 1:**
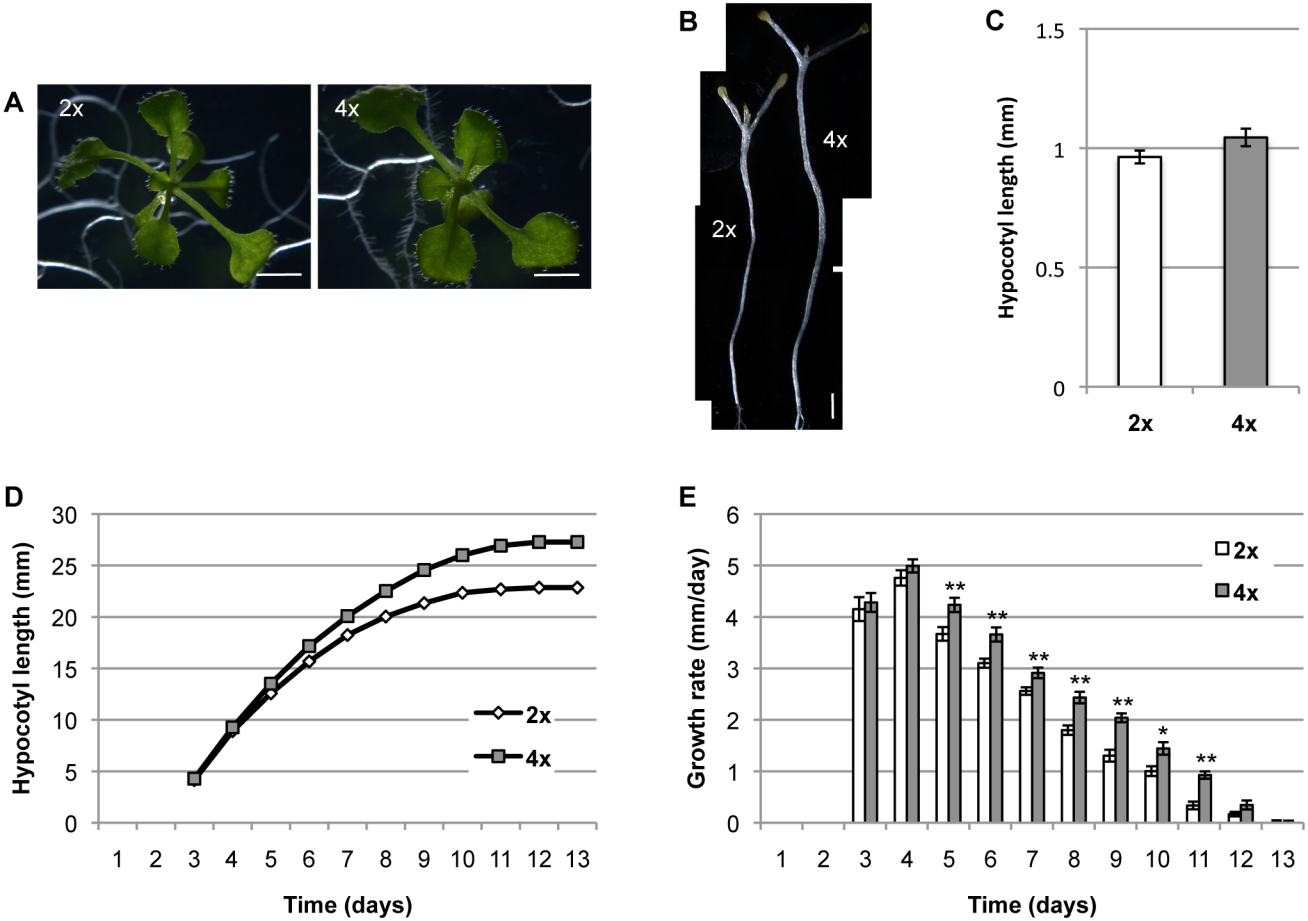
Growth of diploid and tetraploid hypocotyls. (A, B) Morphology of 13-day-old light- (A) and dark-grown (B) seedlings. Bars = 2 mm. (C) Hypocotyl lengths of 13-day-old light-grown seedlings. Error bars represent SE (n = 20). (D, E) Hypocotyl lengths (D) and growth rates (E) of dark-grown seedlings. Error bars represent SE (n = 15). Where absent, error bars are smaller than the symbols. Asterisks indicate a significant difference between the diploid and tetraploid plants (**p < 0.01, *p < 0.05, Student’s *t*-test). 2x, diploid plants; 4x, tetraploid plants.

No significant differences in hypocotyl length were observed between diploid and tetraploid plants when other environmental conditions such as high temperature [18] and low R/FR ratio [19] were examined (S1 Fig).

To determine whether the promotion of hypocotyl elongation in tetraploid plants was due to an increase in cell number or to an increase in cell length, total cell numbers along the hypocotyl were counted, and average cell lengths were determined for the top, middle, and bottom hypocotyl regions. Total cell number in tetraploid plants was 90% of the cell number in diploids in both the light- and dark-grown plants (Fig 2A). Cells in tetraploid plants were significantly longer than in diploid cells, particularly in the central region (Fig 2B and 2C). The tetraploid:diploid cell-length ratio was higher in the dark-grown plants than in the light-grown plants for the whole hypocotyl region (Table 1). In light-grown plants, hypocotyl lengths did not differ significantly between diploid and tetraploid plants (Fig 1C). In these plants, the increased cell elongation in tetraploid plants was probably offset by the reduction in cell number. However, in dark-grown plants, cell elongation was predominant and overcame the diminution in cell number.

**Fig 2:**
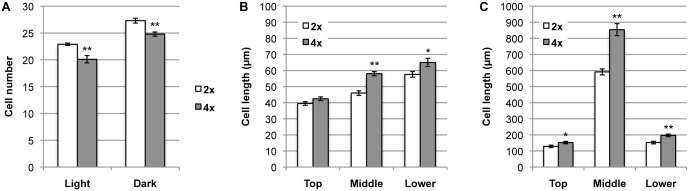
Cell numbers and lengths in diploid and tetraploid hypocotyls. (A) Total cell numbers for the whole hypocotyl of 5-day-old light- and dark-grown seedlings. Error bars represent SE (n = 10). (B, C) Cell lengths in top, middle, and lower hypocotyl regions of 5-day-old light- (B) and dark-grown (C) seedlings. Error bars represent SE (n = 30 cells from ten plants). Asterisks indicate a significant difference between the diploid and tetraploid plants (**p < 0.01, *p < 0.05, Student’s *t*-test). 2x, diploid plants; 4x, tetraploid plants.

**Table 1:** Tetraploid:diploid hypocotyl cell-length ratios.

	Light	Dark
Top	1.08	1.18
Middle	1.26	1.44
Lower	1.13	1.29

The ratios of cell-lengths between tetraploid and diploid in the top, middle and lower regions of hypocotyls derived from 5-day-old light- and dark-grown seedlings were calculated using the data shown in Fig 2.

### Genome-wide identification of genes differentially expressed between tetraploid and diploid plants

Microarray transcriptome profiles of diploid and tetraploid plants were compared to identify ploidy-related genes involved in the determination of cell size. We noted that the cell elongation zone in the etiolated hypocotyl of Arabidopsis was restricted to the apical region (S2 Fig), as observed previously by Gendreau et al. [11]. 

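The transcriptome comparison used diploid Col-0 seedlings and seedlings of a tetraploid made in the same accession, grown for 1 day in light and 6 days in darkness at 22°C. For each ploidy level, 3 RNA extracts were made, each from 80 hypocotyl tips of 4 mm cut from seedlings aged 7 days. Each extract of tetraploid RNA was hybridized together with 1 extract of diploid RNA to an Agilent array of oligonucleotide probes of 60 bases, which gave n = 3 arrays, all on 1 slide and from 1 scan. On every array the diploid cRNA carried Cy3 and the tetraploid cRNA carried Cy5. The dyes were not swapped on any array, so a dye effect that is specific to a gene cannot be separated from the difference in ploidy. The authors read the scans with Feature Extraction, which subtracted the background, normalized the dyes within each array and wrote a log10 ratio of tetraploid over diploid for each spot. Here the ratio was converted to log2, spots of the same probe were averaged, and control spots and spots marked as outliers were left out. A probe was tested when at least 1 of its channels was well above background on every array, which left 31979 of 43603 probes and 20519 genes. Between 31428 and 33695 of 43803 spots per array were well above background in the diploid channel, and between 32077 and 34411 in the tetraploid channel. The median background-subtracted signal was 239, 222 and 261 in the diploid channel of arrays 1, 2 and 3, and 322, 265 and 277 in the tetraploid channel. Spiked-in RNAs of known ratio gave a slope of observed on true log ratio of 0.799, 0.827 and 0.806 on the 3 arrays, so that the printed ratios of these controls are smaller than the true ones. Across the tested probes, the log2 ratios of arrays 1 and 2 had a Pearson correlation of 0.80, those of arrays 1 and 3 of 0.52 and those of arrays 2 and 3 of 0.68, where probes are not independent replicates. Each probe was tested against a log2 ratio of 0 with limma and the Benjamini-Hochberg adjustment over all tested probes. It was called at an adjusted p under 0.1, an unadjusted p under 0.05 and a ratio of at least 2 in either direction. The number of arrays limits the precision, and an exact two-sided sign-flip test of a single gene on 3 arrays cannot give a p below 0.25.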

Microarray analysis was therefore performed using total RNA obtained from the apical 4 mm region of 7-day-old etiolated hypocotyls. The analysis identified 416 genes that were differentially expressed between diploid and tetraploid plants using a significance threshold of FDR < 0.1 and a twofold differential cutoff (Fig 3A; S2 and S3 Tables). 

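In the re-analysis, 13536 probes (42.3% of those tested) had an adjusted p under 0.1 from limma, and 959 of them also differed by the required factor of 2. Of these, 626 probes were lower and 333 were higher in tetraploid than in diploid hypocotyls. When a gene was counted once if any of its probes was called, 730 genes were differentially expressed. Without the fold minimum the count was 10000 genes, and with it the count ranged from 362 genes after normexp background correction and loess to 887 genes without the array of replicate 3. The methods' t-test on the same values called 434 genes. Both channels were well above background on every array for 503 of the probes that were lower and for 229 of those that were higher. For the remaining called probes, the ratio rests in part on a signal near the background.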

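By gene, 473 were lower and 257 were higher in the tetraploid hypocotyls, with no gene called in both directions. The direction was taken from the dyes, with tetraploid cRNA in Cy5. Among the called probes, 65.3% were lower in tetraploid plants. Without the fold minimum, where the dye normalization holds the share near even by setting the median ratio near 0, it was 49.8%, with 6747 probes lower and 6789 higher. With the fold minimum, the share was 72.6% after normexp and loess, and it was 55.7% without the array of replicate 3, where the number of higher genes was 386. All 536 probes of S2 and S3 Tables ran in the direction that these tables give.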

Approximately three-quarters (305) of the differentially expressed transcripts were more abundant in the tetraploid plants, and one quarter (111) was more abundant in diploid plants. Genes associated with three Gene Ontology (GO) terms (lipid transport, lipid localization and lipid binding) were enriched in the subset of genes repressed in tetraploid plants (Fig 3B). Five of these genes encode lipid transfer proteins (LTPs) (S4 Table), which are putatively implicated in cuticle formation [20]. 

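Gene Ontology annotation was not used here. In its place, genes were taken whose description names a lipid transfer protein, a family that carries lipids between membranes or through the cell wall. The family was taken because the study names it from these same arrays, so its test is not independent evidence. Of 62 such genes tested, 10 were among the genes lower in tetraploid plants, where 1.43 were expected (odds ratio 8.30, Fisher's exact test, two-sided, p = 1.4e-06). The words also took 5 glycolipid transfer proteins, a different family, of which GLTP2 and GLTP3 were called lower, and they missed AT5G13900, which is described as lipid transfer-like. With these 5 genes left out, a setting chosen after the data were seen, 8 of 57 genes were lower (odds ratio 7.02, Fisher's exact test, two-sided, p = 4.6e-05). With each alternative the odds ratio stayed between 5.35 and 12.8. Some descriptions name only a wider superfamily of bifunctional inhibitors, lipid-transfer proteins and seed storage albumins. By locus code, AT4G12500 and AT4G12545 (lower) and AT4G12530 (higher), named after their values were seen, lie close to EARLI1 (AT4G12480, lower). Fisher's exact test treats such neighbours as independent, so its p-values may be too small. Among the genes higher in tetraploid plants there was 1 member (odds ratio 1.29, Fisher's exact test, p = 0.543). Without the array of replicate 3 this odds ratio was 6.74 (Fisher's exact test, p = 0.00016). The camera test, which sets the ratios of all 62 genes against those of the other genes without a threshold on single genes, gave an adjusted p of 0.238 over 21 gene sets. Without the array of replicate 1 the family passed this test at an adjusted p of 0.024, and over all alternatives the adjusted p ranged from 0.024 to 0.726. The median log2 ratio of the family was -0.17, and 38 of its genes were below 0. It was 0.00 without the filter on dim probes. On single arrays the median was 0.04 on array 1, -0.06 on array 2 and -0.35 on array 3.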

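All 5 genes were lower in tetraploid plants on each of the 3 arrays. AT3G53980 was read by a probe on chromosome 3 from 19987657 to 19987716 (TAIR10) and had a log2 ratio of -2.47 ± 0.04 (SD, n = 3; adjusted p = 0.00376, limma). For AT5G13900, with its probe on chromosome 5 from 4481316 to 4481375, the log2 ratio was -1.91 ± 0.22 (SD, n = 3; adjusted p = 0.00553). AT2G18370 (chromosome 2, 7980884 to 7980943) fell by 1.90 ± 0.34 on this scale (adjusted p = 0.00732), with tetraploid signal well above background on 2 of the 3 arrays. Its log2 ratio was -0.77 after normexp and loess and -0.88 with loess and no background correction, so that it was not called in these settings. AT5G05960 (chromosome 5, 1790718 to 1790777) had a log2 ratio of -1.59 ± 0.26 (adjusted p = 0.00682). The smallest change was that of AT2G37870, whose brighter probe lies on chromosome 2 in pieces from 15859607 to 15859762 and gave -1.13 ± 0.05 (adjusted p = 0.00493). Its other probe gave -1.23 ± 0.19. The median of the 5 genes was -1.68, -2.11 and -1.70 on the 3 arrays, a spread (SD 0.245) well below the size of the change. With normexp and loess the median over the arrays moved from -1.90 to -1.35. When adjusted over the list alone, the largest adjusted p of the 5 genes was 0.000154. This value is not independent evidence, because the study chose the genes on these samples.

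**Figure D1:**
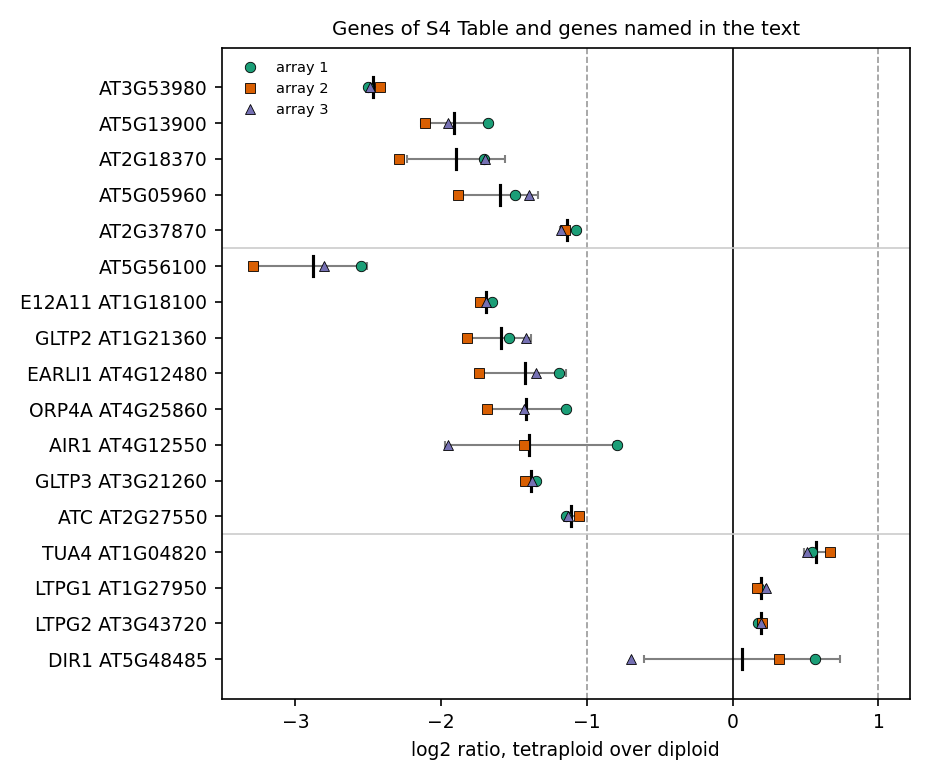
Log2 ratio of tetraploid over diploid (horizontal axis) for the 5 LTP genes (top), the other genes of S4 Table (middle) and the RT-PCR reference gene TUA4 with LTPG1, LTPG2 and DIR1 (bottom). Symbols are the 3 arrays, black bars their mean and grey lines the SD, and dashed lines mark a log2 ratio of -1 and 1. All 13 genes of S4 Table lie left of 0 on every array, whereas DIR1 lies on both sides.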

Downregulated expression of these *LTP* genes in tetraploid plants was confirmed by real time RT-PCR analysis (S3 Fig). 

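Hormone and cell wall genes were grouped by the words of their descriptions into 11 sets, and each set was compared with the called genes in both directions. Of the 22 comparisons, 0 passed Fisher's exact test at a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.184. At an unadjusted p under 0.05 there were 4, each with few genes. Among the genes lower in tetraploid plants these were pectin enzymes (7 of 108 genes, Fisher's exact test, p = 0.0126) and ethylene-related genes (6 of 111, p = 0.0436). Among the higher genes they were, by Fisher's exact test, cytokinin-related genes (2 of 16, p = 0.0167) and gibberellin-related genes (2 of 23, p = 0.0333). The count of 0 was the same in every alternative run. Without a threshold on single genes, camera gave an adjusted p of 0.0118 for the 145 auxin-related genes, whose median log2 ratio was 0.18 and of which 43 were below 0. Among the called auxin-related genes, however, 7 were lower and 3 were higher. The auxin set did not pass under fry, a rotation test that estimates the correlation between genes (adjusted p = 0.0924). No hormone or wall set passed fry with all arrays and the pairing kept, and at an unadjusted p under 0.05 it gave auxin, brassinosteroid, expansins and gibberellin, all towards higher expression. Expansins passed it in the fit with no replicate block (adjusted p = 0.0392) and cellulose synthases without the array of replicate 3 (adjusted p = 0.0361), both towards higher expression.

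**Figure D2:**
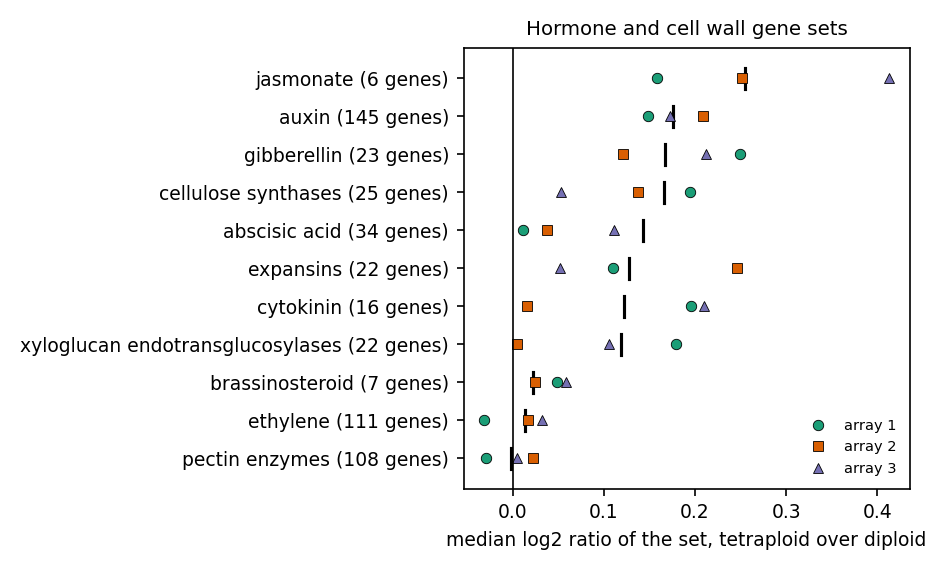
Median log2 ratio of tetraploid over diploid (horizontal axis) of the 11 hormone and cell wall gene sets, with the number of tested genes of each in brackets. Symbols are the medians on the 3 arrays and black bars the median of the means over arrays, which for auxin is 0.18. The medians of pectin enzymes and ethylene-related genes lie on both sides of 0.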

No enriched GO terms were found for genes upregulated in tetraploid plants, and no GO terms associated with plant hormones or cell wall metabolism were found in the upregulated or repressed gene sets in tetraploid plants.

**Fig 3:**
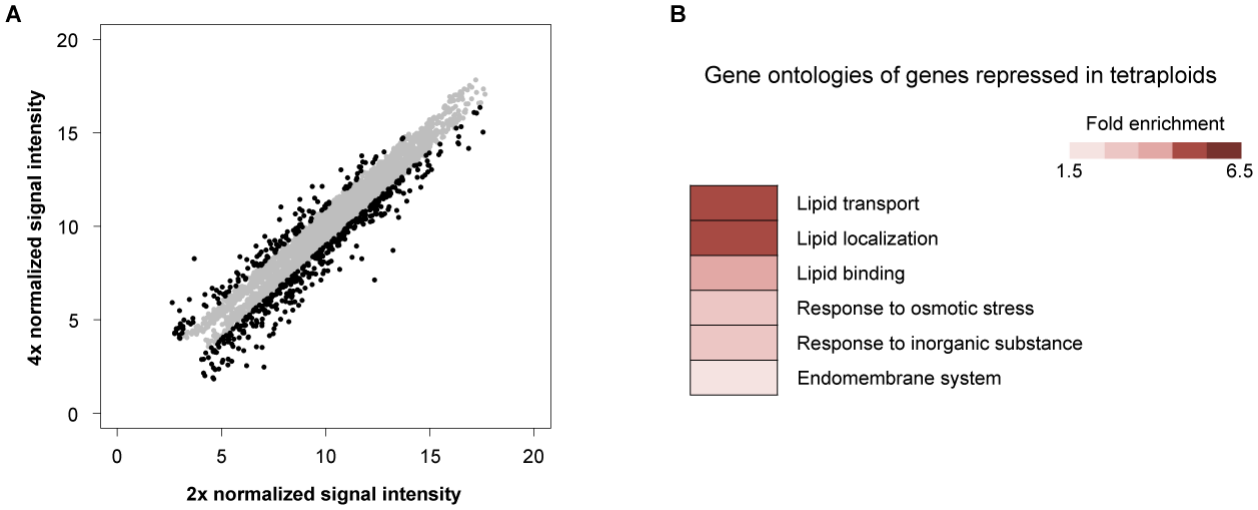
Global gene expression profiles in diploid and tetraploid dark-grown hypocotyls. (A) Scatter plot showing diploid and tetaraploid gene expression data in the apical growing region of 7-day-old dark-grown hypocotyls. Black dots represent genes whose expression levels differ by at least twofold between diploid and tetraploid. Gray dots represent genes below the twofold threshold. Genes with low signal-to-noise ratios were removed from analysis. (B) Significantly enriched Gene Ontology terms for genes whose expressions levels were at least twofold lower in tetraploid than in diploid plants. 2x, diploid plants; 4x, tetraploid plants.

### Differences in cuticular structure and function in tetraploid and diploid plants

The results of GO analysis implied that the structural and/or functional features of epidermal cuticle might be altered in tetraploid hypocotyls. Accordingly, we examined the chemical properties of the cuticle using toluidine-blue (TB). Penetrance of TB is indicative of defects in the barrier function of the cuticle against water and hydrophilic compounds [16]. Patterns of TB staining varied between diploid and tetraploid hypocotyls depending on the growth stage. In 5-day-old dark-grown seedlings, TB staining was not noticeable in the diploid hypocotyl but was apparent in the apical region of tetraploid hypocotyls (Fig 4A). In 7-day-old dark-grown seedlings, TB staining was restricted to the apical region in the diploid hypocotyls, whereas staining extended to subapical non-growing regions of the hypocotyl in tetraploid plants (Fig 4B). No TB staining was observed in light-grown hypocotyls, irrespective of ploidy level (Fig 4C and 4D). TB-stained regions on dark-grown hypocotyls largely correlated with the actively growing regions. It is possible that the altered cuticle barrier in dark-grown seedlings may reflect changes to structural features that are associated with an enhanced growth rate.

**Fig 4:**
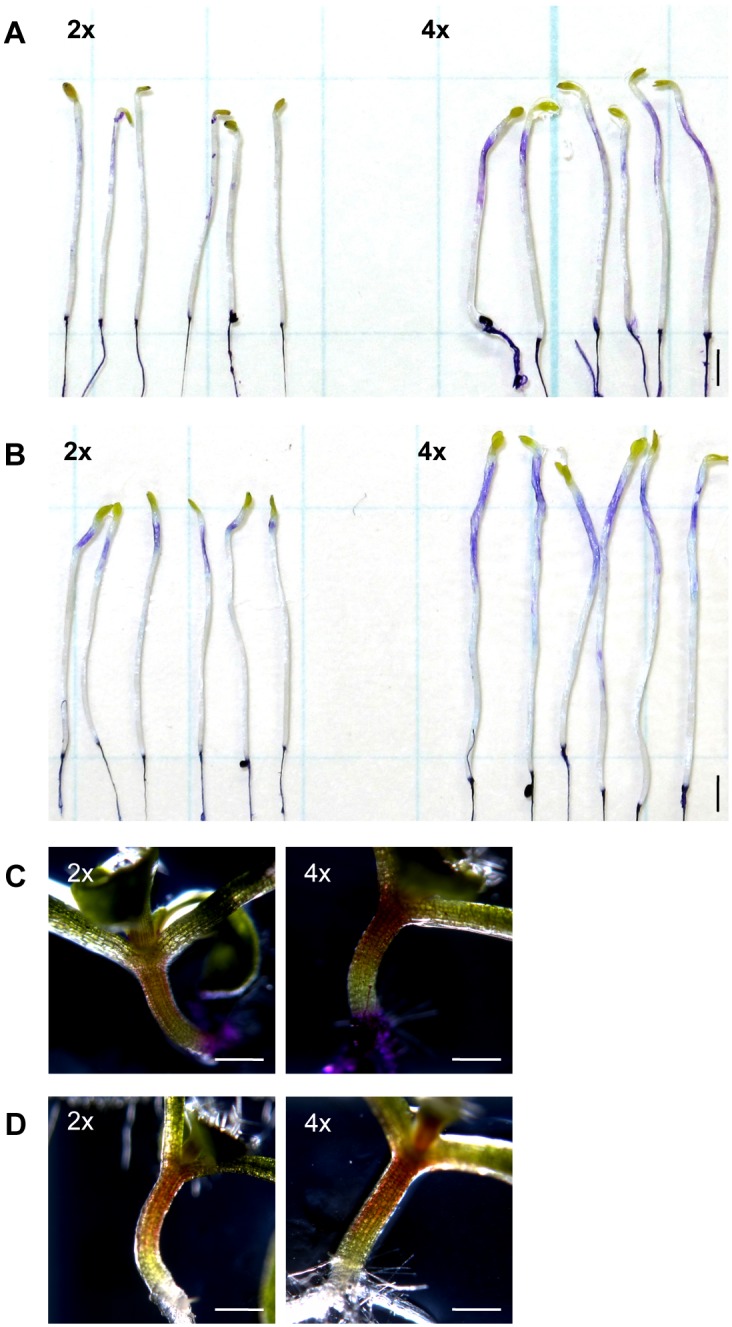
Cuticular barrier function in diploid and tetraploid hypocotyls as visualized by toluidine-blue staining. (A, B) 5-day-old (A) and 7-day-old (B) dark-grown seedlings stained with toluidine blue (TB). (C) 7-day-old light-grown seedlings stained with TB. (D) Unstained 7-day-old light-grown seedlings shown as control for Fig 4C. 2x, diploid plants; 4x, tetraploid plants. Bars = 2 mm (A, B), 500 μm (C, D).

Finally, using TEM, we examined the fine structure of the cuticle layer at the apical region of the hypocotyl in tetraploid and diploid seedlings. Osmium tetroxide staining revealed that the cuticular layer was more diffuse in tetraploid hypocotyls than in diploid hypocotyls, and was approximately 40% thicker in tetraploid than in diploid (Fig 5A and 5B). Similar alterations in the fine structure of the cuticle layer were observed in mutants defective in cuticle formation [21–23].

**Fig 5:**
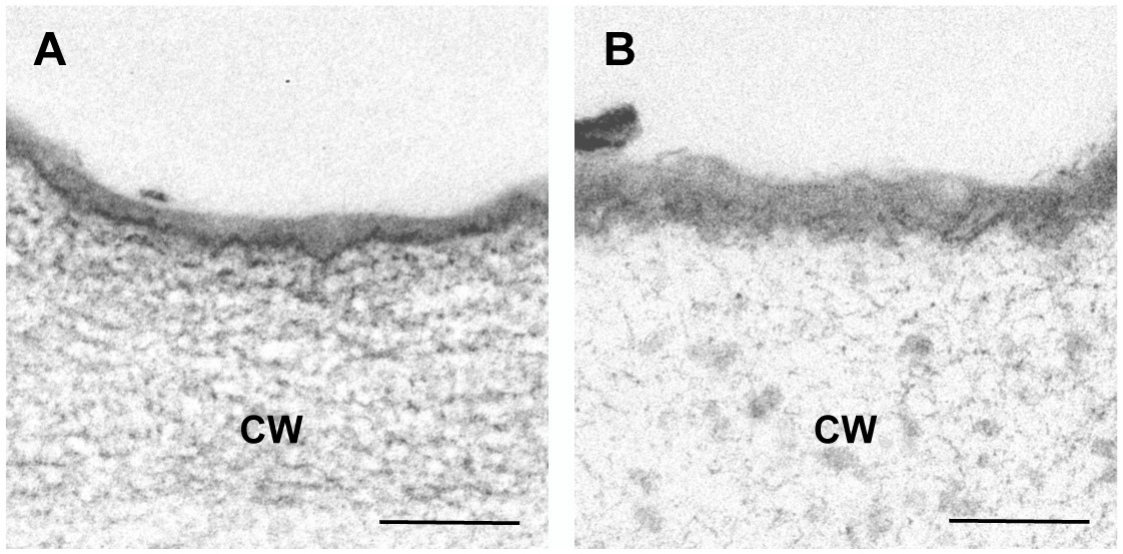
Cuticular structure in diploid and tetraploid dark-grown hypocotyls as assessed by transmission electron microscopy. Transmission electron micrographs of cuticle in epidermal cells derived from the apical 3 mm region of 7-day-old dark-grown hypocotyl of diploid (A) and tetraploid (B) seedlings. CW, cell wall; 2x, diploid plants; 4x, tetraploid plants. Bars = 100 nm.

## Discussion

### Correlation between tetraploidy and cell size in Arabidopsis hypocotyl

The regulatory processes underlying cell-size determination in plants are still to be elucidated. Several previous studies noted a close correlation between cell size and ploidy level, particularly in epidermal cells of Arabidopsis rosette leaves and cotyledons [24, 25], but a causal link has not been firmly established, and this remains controversial [1, 12]. It is unclear whether a common mechanism for ploidy-dependent cell-size regulation would be shared between different plant species or between different tissue types.

In this study, we focused on a specific growth process: the development of Arabidopsis hypocotyls. Our results demonstrated that, compared to diploidy, tetraploidy enhanced both elongation rate and the final length of hypocotyl cells. We also noted that hypocotyl cell numbers were lower in tetraploid than in diploid seedlings. It should be noted that, although the promotive effect on cell length was more prominent in dark-grown seedlings, a small but significant length enhancement was observed even in light-grown seedlings.

The elevated elongation rate in the tetraploid hypocotyl became apparent as early as day 5 (Fig 1E). This demonstrated that the process underlying final cell size was active at the initiation of post-germination growth in the hypocotyl. This is supported by the observation that endoreduplication in Arabidopsis hypocotyls precedes the onset of rapid cell elongation growth in the root [26, 27].

Our data also showed that the minimal promotion of cell elongation in light-grown tetraploid Arabidopsis was offset by the reduction in cell number along the hypocotyl (Figs 1C and 2A; Table 1), and this masked the tetraploidy-induced growth promotion. Reduction of cell number in tetraploid Arabidopsis is a recognized phenomenon [28, 29] and is thought to occur as a result of slower DNA replication and cell division. Consequently, the enhancement of cell elongation by tetraploidy in Arabidopsis can only be observed under experimental conditions where the inhibitory effect of fewer cell divisions is overcome by the promotive effect on cell elongation.

Such phenomena have been attributed to compensation effect between cell number and cell size [30]. A recent genetic approach has elucidated that a certain type of compensation effect is induced when cell proliferation is impaired beyond a threshold level [31]. In the light of the concept of compensation effect, it makes sense that cell elongation is stimulated in the hypocotyls whose cell proliferation, as estimated by cell number, is reduced significantly in both the light- and dark-grown tetraploid hypocotyls (Fig 2). The more prominent stimulation of cell elongation in the dark-grown tetraploid hypocotyls, however, cannot be fully explained simply by the compensation effect, instead, might suggest the involvement of a process by which the cell-elongation can be promoted independently of reduction in cell-proliferation due to tetraploidy.

Previous research by Kurepa et al. [32] showed that a weak defect in the 26S proteasome led to an increase in the sizes of Arabidopsis organs, including the hypocotyl, as a result of increased cell expansion that compensated for a reduction in cell number. However, ploidy levels did not always increase by endoreduplication in all the cells of enlarged organs, and this indicated the involvement of factor(s) other than ploidy level in determining cell sizes.

### Roles of the cuticle in tetraploidy-dependent hypocotyl growth

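The mean ratio of tetraploid over diploid lay within a factor of 2 for 96.9% of the tested probes. On single arrays this share was 95.3%, 95.9% and 95.8%. The median log2 ratio of all tested probes was -0.01, 0.02 and 0.01 on the 3 arrays, and the SD across probes was 0.48, 0.47 and 0.48. Because the dyes are normalized within each array, these ratios show change relative to the average transcript. They do not measure the amount of RNA per cell or per nucleus. The share of probes within a factor of 2 was 98.5% after normexp and loess.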

The microarray data obtained in the present study are similar to those published previously [10, 17] and support the hypothesis that expression levels of the majority of individual genes remain mostly unaltered in high-ploidy plants. However, the present microarray analysis revealed that a small subset of genes was differentially expressed between tetraploid and diploid plants. 

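Among called genes with both channels well above background on every array, the largest fall was that of MRD1 (AT1G53480, chromosome 1, probe from 19963495 to 19963554), with a log2 ratio of -5.22 ± 0.18 (SD, n = 3; adjusted p = 0.00376, limma). It was followed by the peroxidase gene AT1G49570 at -4.58 ± 0.58 (adjusted p = 0.00545). PR-1-LIKE (AT2G19990) averaged -3.59, but its 3 arrays gave -1.87, -3.77 and -5.13. It was not called without the array of replicate 2 (adjusted p = 0.126), nor by the methods' t-test, and its adjusted p over the alternatives ranged from 0.00784 to 0.174. KTI1 (AT1G73260) stood at -3.48 ± 0.13 and AT1G19530 at -3.07 ± 0.39. The largest rise was that of the methyltransferase gene AT5G37990 (chromosome 5, 15134069 to 15134128), at 3.32 ± 0.64 (adjusted p = 0.00756). AT3G28899, ICS2 (AT1G18870), BGLU28 (AT2G44460) and AT2G16005 rose by 2.77 ± 0.07, 2.68 ± 0.13, 2.67 ± 0.43 and 2.58 ± 0.56. The same direction on all 3 arrays was a condition for choosing these 10 genes, so it is not a separate result. AT1G54860 had no diploid signal well above background on any array, so its change is given as at least 2.91-fold higher in tetraploid plants. It was not called in the loess settings, where its log2 ratio was 0.71 and 0.88. Such a bound sets the bright channel against the lowest signal well above background, per channel after loess and Aquantile scaling, and without a dye swap it is open to dye bias.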

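S4 Table also lists genes that are not among its 5 LTPs, and 8 such genes were tested. The oleosin-like gene AT5G56100 fell most, with a log2 ratio of -2.88 ± 0.37 (SD, n = 3). MOTHER of FT and TF 1 (AT1G18100) had a log2 ratio of -1.69 ± 0.04, and the glycolipid transfer protein genes GLTP2 (AT1G21360) and GLTP3 (AT3G21260) had ratios of -1.59 ± 0.21 and -1.39 ± 0.04. For EARLI1 (AT4G12480), ORP4A (AT4G25860) and ATC (AT2G27550) the values were -1.43 ± 0.28, -1.42 ± 0.27 and -1.11 ± 0.05. ORP4A was at -0.70 after normexp and loess and at -0.75 with loess and no background correction, below the fold minimum. AIR1 (AT4G12550) was the most variable, with -0.79, -1.43 and -1.96 on the 3 arrays, and this probe was not called by the methods' t-test or without the array of replicate 2 (adjusted p = 0.115). Over the alternatives its adjusted p ranged from 0.00532 to 0.160. Its other probe gave -1.03 ± 0.11 and was called by the methods' t-test, but not without the array of replicate 2.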

A small number of the genes repressed in tetraploid plants compared to diploid seedlings were implicated in lipid-related functions as determined by GO analysis.

The cuticle, which covers the outer wall of the shoot epidermis in land plants, is a lipophilic layer composed of cutin and wax. Cutin is deposited on the outer surface of the polysaccharide-based cell wall layer, whereas wax is found within and on the surface of the cutin layer. Cutin is responsible for mechanical support and defense against pathogen attack [33], and the highly hydrophobic nature of the wax allows the cuticle to serve as a barrier against water loss. For cuticle deposition to occur, hydrophobic precursors of cutin and wax need to be transported from the sites of lipid synthesis in the plastid and endoplasmic reticulum and then progress through the hydrophilic cell wall to its outer surface. This biosynthetic flux is synchronized with the expansion of cell surface area during epidermal cell elongation to maintain a constant epicuticular wax load along the epidermis [34]. Some LTPs may be responsible for the transport of wax-polyester monomers across the cell wall, while ATP binding cassette (ABC) transporters from the ABCG subfamily are implicated in the transport across the plasma membrane [33].

LTPs are encoded by a large gene family that comprises at least 70 members in the Arabidopsis genome. Five members of this gene family, from the Type 1 and Type 5 LTP groups, have been implicated in cuticle formation [34]. LTP-GPI-ANCHORED 1 (LTPG1) and LTPG2, which are encoded by *Type 5 LTP* genes, can bind potential wax precursors and are required for the transport of wax to the cuticle [23, 35, 36]. LTPs are also involved in the defense response against pathogens. The *DIR1* gene encodes a Type 3 LTP. A loss of function mutant of *DIR1*, *dir1*, is defective in long-distance signaling in systemic resistance in Arabidopsis, suggesting that DIR1 interacts with lipid-derived signaling molecules and thereby mediates long-distance signaling [37].

In the present study, transcript levels of several genes encoding putative extracellular LTPs belonging to the Type 1, 4, and 5 LTP subfamilies were less abundant in the apical and subapical regions of dark-grown hypocotyls of tetraploid seedlings than in equivalent diploid tissues (S4 Table). 

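The genes with this description included some that moved in the opposite direction or did not change. Counting every tested member, the glycolipid transfer proteins included, 24 were lower and 13 were higher at an adjusted p under 0.1 from limma, before any fold minimum. Of the 10 members called lower, 7 are in S4 Table, and these are 4 of its 5 LTPs, EARLI1, GLTP2 and GLTP3. The other members called lower, named here after their values were seen, were AT4G12500 (log2 ratio -1.59 ± 0.40; SD, n = 3), AT4G12545 (-1.54 ± 0.56) and AT4G15160 (-1.63 ± 0.50). AT4G12530, named in the same way, was called higher at 1.63 ± 0.16, with diploid signal well above background on 1 of the 3 arrays. LTPG1 (AT1G27950) had a log2 ratio of 0.19 ± 0.03 (adjusted p = 0.0528, limma), and LTPG2 (AT3G43720) had 0.19 ± 0.01 (adjusted p = 0.0505) with its brighter probe and 0.38 ± 0.10 with its other probe. Both were above 0 on every array and far from a factor of 2. With any array left out, neither had an adjusted p under 0.1 (0.132 to 0.20 for LTPG1 and 0.118 to 0.196 for LTPG2). DIR1 (AT5G48485) was 0.57, 0.32 and -0.70 on the 3 arrays, a mean of 0.06 that does not differ from 0 beyond the spread between arrays (adjusted p = 0.875). Without the array of replicate 3 it was 0.44, and without that of replicate 1 it was -0.19. From the lower LTP transcripts and the weaker barrier of the cuticle seen with toluidine blue, the paper proposes that cell elongation and cuticle formation are coordinated, and that their interaction raises cell size in tetraploid hypocotyls.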

As well as exhibiting enhanced cell elongation, the tetraploid hypocotyl exhibited a noticeable reduction in the barrier function of the epidermal cuticle compared to the diploid hypocotyl (Fig 4A and 4B). These results suggest that putative interaction pathways in Arabidopsis coordinate to control cell elongation and cuticle formation, and that these mechanisms interact to yield an elevated cell size in tetraploid compared to diploid hypocotyls.

Two possible models can explain the putative interaction pathways between cuticle formation and cell elongation. One model envisages the cuticle as a mechanical constraint that prevents or controls expansion growth of the whole hypocotyl. According to this model, a change in the mechanical properties of the epidermis would remove or reduce this growth constraint, resulting in the enhanced expansion growth in tetraploid hypocotyls. This model, however, is unlikely because mutants defective in cuticle formation do not always exhibit enhanced growth. The second model supposes that expansion growth of the hypocotyl stretches and damages the cuticle and, as a result, the cuticle needs to be continuously replenished by incorporation of new cuticular precursors into the cuticle layer. This model envisages that the compensation process is synchronized with expansion growth in the diploid hypocotyl but that growth rate exceeds the rate of replenishment in the tetraploid hypocotyl, resulting in the defective barrier function of the cuticle.

Very-long-chain fatty acids (VLCFAs), which are components of cuticular wax, are proposed to act as mediators or ligands that control gene transcription in bacteria, yeast, and mammals. In the Arabidopsis shoot apex, VLCFA synthesis in the epidermal tissue is thought to confine cytokinin synthesis to the vascular tissues and thereby restrict cell proliferation. This is supported by the observation that a reduction in VLCFA synthesis resulted in an increase in leaf size. These data suggested that shoot growth was controlled by interactions between the epidermis and the inner tissues of the plant body [38]. Any alteration or defect in cuticular organization at the epidermal surface of the tetraploid hypocotyl might affect the abundance or localization pattern of cuticular precursors, including VLCFAs, thereby removing growth constraints and enhancing cell expansion. The weakness of this model, however, is that it does not explain the mechanism by which growth promotion in tetraploids is initiated at the early stage of the hypocotyl growth. This question requires further investigation.

## Conclusions

The final hypocotyl length of *A*. *thaliana* (L.) Heynh. was longer in tetraploid than in diploid seedlings, particularly when plants were grown in the dark. The longer hypocotyl in tetraploid plants was a result of longer cell lengths in the tetraploid hypocotyl. To our knowledge, this is the first report to provide evidence that promotion of cell elongation is responsible for ploidy-dependent size determination in the Arabidopsis hypocotyl.

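Beyond LTPs, the paper describes transporters of the ABCG subfamily as implicated in moving cuticle precursors across the plasma membrane. Of 34 ABCG genes tested, 4 were called lower in tetraploid plants, where 0.784 were expected (odds ratio 5.69, Fisher's exact test, two-sided, p = 0.0075, adjusted p = 0.0233 over 20 comparisons). They were AT5G19410 (ABCG23), ABCG6, ABCG20 and ABCG16, with log2 ratios of -2.84 ± 0.55, -2.71 ± 0.63, -2.66 ± 0.76 and -1.93 ± 0.34 (SD, n = 3), and the last was well above background in the tetraploid channel on 2 of the 3 arrays. After normexp and loess ABCG16 was at -0.66 and was not called, and the methods' t-test did not call ABCG6 or ABCG20. With that test 2 ABCG genes were called lower, and over the alternatives the adjusted p of Fisher's exact test ranged from 0.0182 to 0.331. ABCG6, ABCG20 and ABCG16, 3 of the 4 genes, also belong to the set of suberin genes, so the counts of the ABCG and suberin sets are not independent. In the other direction, 2 were called higher, AT4G25750 (ABCG4, 1.39 ± 0.44, diploid signal well above background on 1 array) and AT5G06530 (ABCG22, 1.02 ± 0.12). The names of these called genes were chosen after their values were seen. The median log2 ratio of the 34 genes was 0.03, with 17 below 0, whereas their mean was -0.20, and camera gave an adjusted p of 0.842. With arrays left out in turn the median lay between -0.02 and 0.07. Among 38 genes for the synthesis of cutin and wax, 1 was called lower, AT2G38110 at -1.52 ± 0.35, and none was called higher by limma. The median of these 38 genes was 0.15, and 13 were below 0. It stayed above 0, at 0.12, after normexp and loess. By fry this set did not pass (adjusted p = 0.0934), except in the fit with no replicate block, where it passed towards higher expression at 0.0392, and over the alternatives its adjusted p ranged from 0.0392 to 0.501.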

A group of genes implicated in the transport of cuticle precursors was significantly downregulated in the growing region of the tetraploid hypocotyl compared to the diploid hypocotyl. Furthermore, in these hypocotyl regions, cuticle permeability as estimated by TB staining and TEM imaging of cuticular structure differed between tetraploid and diploid seedlings.

Based on these findings, we propose that ploidy-dependent cell expansion in Arabidopsis hypocotyls is directly or indirectly related to cuticular function.

## Supporting Information

S1 Fig Hypocotyl lengths of diploid and tetraploid seedlings grown under a high temperature or low red/far red ratio conditions. Seedlings of diploid (2x) and tetraploid (4X) were grown for 13 days under white light (45 μmol m^-2^s^-1^) at 22°C (Control), under white light at 29°C (29°C) or under a low R/FR ratio (R/FR = 0.1) light conditions at 22°C (Low R/FR). Mean hypocotyl lengths with SE as vertical lines are shown (n = 20). There is no significant difference between the diploid and tetraploid plants as evaluated by Student’s *t*-test.
(TIF) Click here for additional data file.

S2 Fig Growth in the elongation zone of diploid and tetraploid dark-grown hypocotyls. (A, B) Lengths in delimited regions of dark-grown hypocotyls of diploid (A) and tetraploid (B) seedlings. The upper 5-mm region of the hypocotyls, at ages of 3 to 10 days old, was divided into several ~1 mm subsegments by application of lanolin marks on the surface. After one day, the length between lanolin marks was measured. In both diploid and tetraploid, noticeable elongation was restricted to the upper ~1 mm throughout ages. (C) Growth rate on day (n) was defined as the increase in hypocotyl length from day (n-1) to day (n). Means with SE as vertical lines are shown (n = 10). Asterisks indicate significant difference between the diploid and tetraploid plants (**p < 0.01, *p < 0.05, Student’s *t*-test). 2x, diploid plants; 4x, tetraploid plants.
(TIF) Click here for additional data file.

S3 Fig Expression levels of five *LTP* genes in tetraploid relative to diploid hypocotyls. Expression levels of five *LTP* genes (*At3g53980*, *At5g13900*, *At2g18370*, *At5g05960* and *At2g37870*) in the apical growing region of 7-day-old dark-grown hypocotyls were compared between diploid and tetraploid using quantitative real time RT-PCR using primers shown in S1 Table. Mean expression levels of four technical repeats in tetraploid plants, relative to diploid plants, are shown with SD. *α-tubulin* (*At1g04820*) expression level was used as a reference.
(TIF) Click here for additional data file.

S1 Table Primer sets used for real time RT-PCR. (XLSX) Click here for additional data file.

S2 Table Genes induced greater than twofold in tetraploid plants compared to diploid plants. Genes whose expression levels are twofold higher in the tetraploid plants compared to diploid plants are shown.
(XLSX) Click here for additional data file.

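S2 Table lists 147 probes under 111 locus codes, with the authors' fold change, p-value and FDR. Here 136 of the 147 probes passed the filter on dim signals, and all 136 were called higher in tetraploid plants. The paper's fold changes and those computed here from the deposited ratios differed by at most 6.1e-06 on the log2 scale.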

S3 Table Genes repressed greater than twofold in tetraploid plants compared to diploid plants. Genes whose expression levels are twofold lower in the tetraploid plants compared to diploid plants are shown.
(XLSX) Click here for additional data file.

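S3 Table lists 389 probes under 306 locus codes. Of these probes, 364 passed the filter on dim signals here, and all 364 were called lower in tetraploid plants. The largest difference between the paper's fold change and the ratio computed here was 6.8e-06 on the log2 scale. HEI10 (AT1G53490), which is among the first genes of the table, has 2 probes on the array. The brighter, on chromosome 1 from 19966477, gave a log2 ratio of -1.04 ± 0.19 (SD, n = 3). It was below the fold minimum after normexp and loess (-0.73), with loess and no background correction (-0.78) and without the array of replicate 2 (-0.99) or 3 (-0.98). The other, 126 bp from the MRD1 probe, had no tetraploid signal well above background on any array, and its change is at least 8.11-fold lower in tetraploid plants. The MRD1 probe lies between these probes, so the larger fall may be that of MRD1 and not of HEI10, which was not tested.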

S4 Table Repressed gene groups associated with lipid transport/localization/binding in tetraploid plants. (XLSX) Click here for additional data file.

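S4 Table gives the fold change and FDR of 13 genes. All 13 were called lower by limma, with adjusted p-values of at most 0.0231 and the same direction on every array. In both loess settings 2 of them, AT2G18370 and ORP4A, were below the fold minimum. Adjusted over the list alone, 13 of the 13 genes were also under 0.1, which is not independent evidence, as the list was drawn from these samples.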

How the deposited data were processed for this re-analysis (not part of the article)

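Gene expression was measured in the apical 4 mm of dark-grown hypocotyls of tetraploid and diploid Arabidopsis seedlings on 3 Agilent Arabidopsis arrays with 2 colours. Each array held 1 tetraploid extract in Cy5 and 1 diploid extract in Cy3, the arrays lay on 1 slide and were scanned once, and no dye swap was made. Slide and scan could therefore not be used as a block.

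For each array the authors deposited the output of Feature Extraction, in which the foreground and background of each spot are intensity values on a linear scale, and the processed intensity is background subtracted, detrended and dye normalized by the linear and LOWESS steps of that program. The same deposited files hold the log10 ratio of processed red over processed green, which Feature Extraction sets to 0 where both channels are replaced by a surrogate value. The authors also deposited a table of log2 ratios for the same arrays, which is not centred further. Its values lay within 0.001 of the log2 ratio of the processed signals for 99.8% of the probes on each array, with a median difference of 0.00025, with the same direction. The study then used GeneSpring for a test of each ratio against zero with the FDR adjustment, and the limit below which it removed low signals is not given in the paper's text.

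From these files the log10 ratio was multiplied to give log2, control spots and spots with an outlier flag were left out, and the spots of a probe were averaged. Probes with at least 1 channel well above background on every array were tested, 31979 of 43603. limma 3.58.1 in R 4.3.3 fitted the mean of the 3 ratios (lmFit, eBayes) with the Benjamini-Hochberg adjustment over the tested probes. The array holds the pairing of the extracts, since the 2 extracts of a replicate number were hybridized together and enter as their ratio. The deviations of same-numbered tetraploid and diploid extracts from their group means correlated across probes at 0.21, 0.44 and -0.05 for replicates 1, 2 and 3. A gene was represented by its tested probe with the highest mean intensity, and counted as called if any of its probes was called. The genes named in the text were chosen by a rule: the genes of S4 Table, the RT-PCR reference gene, the genes the paper names, the 5 largest rises and 5 largest falls among called genes with both channels well above background and the same direction on every array, and the first 3 genes with a locus code in S2 and S3 Tables. A gene named outside this rule is marked as chosen after its value was seen.

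Probes were named from the annotation columns of the files: 34697 through an accession, 1424 through a locus code, 597 through a symbol, and 6885 have no gene name. The reference gene table of assembly TAIR10.1 holds the locus of 36507 probes, and it was used only for names and for the order of genes, whereas coordinates are those of the files (TAIR10). Genes were grouped into 21 sets by symbol or description. The suberin set was written after FAR5 and CYP86A1 had been seen in S3 Table, the pathogenesis-related set after PR4 had been seen there, and the peroxidase set because a peroxidase gene stands near the top of that table. Sets were tested with Fisher's exact test against the called genes, among all tested genes, and with camera (preset correlation 0.01) and fry of limma. Of the sets that camera passed at an adjusted p under 0.05, suberin and auxin, neither passed under fry.

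Before use, the fit was tested on simulated ratios for 31991 probes in 3 arrays with 200 changed probes. limma called 186 of them (93.0%), all with the right sign, and called 2 unchanged probes, while the methods' t-test called 34.5% of the changed ones. All planted changes were larger than the fold minimum, and the noise was drawn independently for each array and probe. In the real data 13536 probes passed the adjusted p. These rates therefore do not describe changes near the fold minimum, or the false calls to be found in the real data. Figures and other tests used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

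The alternatives set before the data were examined were normexp (offset 50) with loess, loess without background correction, median centring, no filter on dim probes, both channels well above background, outlier spots kept, the authors' table of log2 ratios, the methods' t-test, an intensity trend in limma, no replicate block, the mean of all probes of a gene, each replicate left out, no fold minimum, a minimum of 1.5-fold, an FDR of 0.05, fry, and neighbours within 5 genes. Added after the data were seen were the authors' table with the methods' t-test, the methods' t-test on probes with a channel well above background on at least 2 arrays, removal of the trend of each array's ratio with probe GC content (loess span 0.5), and the LTP set without glycolipid transfer proteins. RT-PCR, microscopy and Gene Ontology terms were not analysed here. With 3 arrays, small changes of single genes rest on limma's shared estimate of the spread.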

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

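The tests of the segment of AT5G37990, of the genes MSL4 and MUM4 beside MRD1, of a loss of the MRD1 probe sequence, of a difference carried by the line, and of a shift of all probes were chosen only after the results were seen, as was the removal of the GC trend as a setting.

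The paper does not discuss MRD1, whose log2 ratio of -5.22 was the lowest mean over the 3 arrays among called genes with both channels well above background and the same direction on every array. A probe assigned to HEI10, 126 bp from it, had diploid signal well above background on all 3 arrays and tetraploid signal well above background on none, so that only a bound can be given, at least 8.11-fold lower in tetraploid plants. The brighter probe of HEI10, which lies farther from MRD1, was lower too, at -1.04 ± 0.19, with tetraploid signal well above background on all 3 arrays. The MRD1 probe lies between the probes assigned to HEI10. The nearer of these may therefore read MRD1 in place of HEI10, which was not tested. A deletion that reaches MSL4 or MUM4, the next genes on either side of MRD1 and HEI10, is argued against by their log2 ratios of 0.291 and 0.01. Loss of the probe sequence of MRD1 from every copy would leave its tetraploid signal at the background, and this signal was well above background on all 3 arrays. That goes against such a loss, but signal of other sequences on the probe was not tested, so it is not excluded. A smaller deletion or a rearrangement at MRD1 and HEI10, or silencing of both, remains open too, and the files give 1 comparison of ploidy, so a difference carried by the tetraploid line cannot be told apart from an effect of tetraploidy. A second, independent tetraploid line would separate them.

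Genes of suberin synthesis and transport, a lipid polymer of the cell wall that is related to cutin, fell as a group that the paper does not discuss, with a median log2 ratio of -1.68 over 21 genes and 18 of them below 0. Of these genes, 11 were called lower, where 0.484 were expected (odds ratio 47.7, Fisher's exact test, two-sided). The largest falls included FAR5 at -3.52, GPAT7 at -3.36, ABCG6 at -2.71 and GPAT5 at -2.65, named after their values were seen, with tetraploid signal well above background on 2, 1, 3 and 3 arrays. The study's own table had been seen to hold FAR5 and CYP86A1 when the list was written, and 1 entry, AT4G15090, carries the symbol FAR1 as a namesake and encodes another protein. Over the 16 genes with both channels well above background the median was -0.71, and after normexp and loess it was -0.48, with all settings below 0. camera gave an adjusted p of 0.00012, while fry gave 0.0924. Over the alternatives the adjusted p of fry ranged from 0.022 to 0.249 and that of camera stayed at or below 0.00547. The number of called genes depends on the setting. Of the 11 genes, 4 were called by the methods' t-test, which called none of GPAT7, ABCG6 and GPAT5, 7 after normexp and loess, 8 with loess and no background correction, 6 with both channels well above background, and 10 each without the filter on dim probes and without replicate 3. FAR5 was called by its other probe but not by its brighter one with the t-test and without the filter, and GPAT7 was at -0.94, below the fold minimum, after normexp and loess. Over all alternatives the odds ratio lay between 15.3 and 50.9, with an adjusted p of Fisher's exact test of at most 0.00175. The suberin median minus the median of the cutin and wax genes was -1.30, -1.95 and -1.28 on the 3 arrays. Root tissue left on the diploid segments could not be tested. Of a list of 33 root hair genes written before this test only 14 passed the filter, with a median of 0.397, 10 above 0 and 4 below 0, and no marker of a root tissue that makes suberin was on the list. Probe GC content is argued against as the whole cause, since the median was -1.72 once its trend was removed. A change of the hypocotyl's own suberin-related genes may be the explanation, but root tissue, a dye effect and a difference carried by the line remain open.

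The gene that served as the reference of the RT-PCR, TUA4 (AT1G04820), was itself higher in tetraploid plants on all 3 arrays, with a log2 ratio of 0.57 (SD 0.083, adjusted p = 0.00984, limma). Its other probe gave 0.45. Across the alternatives the ratio lay between 0.51 and 0.63. If the RNA used in RT-PCR had the same rise, the RT-PCR ratios of the LTP genes would appear lower than they are by this amount, which was not tested. A shift of all probes could not be tested, because the dye normalization within each array sets their median near 0 (0.0121). GC content is argued against by the value after removal of its trend, 0.571. The other 5 alpha-tubulin genes had a median of 0.445, and 4 of them were higher at an adjusted p under 0.1 from limma (at most 0.0197). TUA1 (AT1G64740), named after its value was seen, was at 0.10 and did not differ from 0 (adjusted p = 0.205). Signal of these close relatives on the TUA4 probes therefore cannot be told apart from a rise of TUA4 itself. A rise of several tubulin genes in longer cells is possible and was not tested.

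AT5G37990 had the largest rise of the named genes with both channels well above background, at 3.32, and it lies among genes that rose with it. From AT5G37940 to AT5G38000 on chromosome 5 the log2 ratios were 0.81, 0.60, 0.75, 2.12, 1.68, 3.32 and 0.74, whereas the next gene on the left, AT5G37930, stood at -0.16. These genes were named after their values were seen. A single extra copy of the whole segment would raise all its genes by the same amount, and the highest and the lowest differed by 2.73, far more than the SD of any of them. AT5G37940, AT5G37980 and AT5G38000 share a description, as do AT5G37970 and AT5G37990, so shared signal between relatives, a regional change of expression and a difference carried by the tetraploid line all remain open.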

How the results depend on the processing

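Of the settings here, the authors' table with the methods' t-test, the methods' t-test with a channel well above background on 2 arrays, the removal of the GC trend and the LTP set without glycolipid transfer proteins were chosen after the data were seen.

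No result past its threshold changed sign under any alternative. The log2 ratios compared were those of the named genes and the medians of the LTP, ABCG, auxin, suberin, and cutin and wax sets. Among those not past the threshold, 12 comparisons of 5 results changed sign. They were of DIR1 (-0.19 without replicate 1 and -0.06 without replicate 2, against 0.06), the median of the ABCG genes, AT2G39350, AT4G15090 and AT5G22500. Medians of the other sets were not in this count. That of the photosynthesis genes was -0.27 without replicate 1, against 0.12. The odds ratio of the LTP family among higher genes, not past its threshold at 1.29, was 0 with both loess settings and with both channels well above background, and 0.857 without the filter on dim probes. The number of called probes and genes moved most. After normexp and loess, 344 probes were lower and 130 higher, from 259 and 103 genes (362 in all). With loess and no background correction the counts were 370 and 137 probes and 277 and 107 genes (384 in all). With the methods' t-test they were 403 and 162 probes and 314 and 120 genes (434 in all), with the authors' table and that test 401 and 162 probes and 312 and 120 genes (432 in all), and with that test and the filter on 2 arrays 375 and 144 probes and 286 and 109 genes (395 in all). Without a fold minimum 6747 probes were lower and 6789 higher, from 4965 and 5088 genes (10000 in all, 53 of them in both). With a minimum of 1.5-fold they were 1754 and 1367 probes and 1307 and 1040 genes (2347 in all). Median centring, no filter, both channels well above background, outlier spots kept, the authors' table, the intensity trend, the FDR of 0.05 and removal of the GC trend left between 573 and 787 genes. For the loess settings the cause was not tested. For the fold minimum and the t-test the construction gives it, since fewer or more criteria apply or the spread of a probe is estimated from its own 3 arrays.

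The fit with no replicate block, which treats the channels as unpaired groups, called 945 probes, 622 lower and 323 higher, of which 938 were also called in the paired fit. Among the named genes LTPG1, LTPG2 and AT5G37930 no longer had an adjusted p under the threshold (0.118, 0.179 and 0.142).

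Leaving out each array in turn gave between 312 and 526 probes and 233 and 386 genes higher in tetraploid plants. The highest of both came without replicate 3, where 55.7% of the called probes were lower. The odds ratio of the LTP family among higher genes ranged from 1.23 to 6.74, again with its highest value without replicate 3. Such fits rest on 2 arrays.

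The share of probes within a factor of 2 was 98.5% with normexp and loess, 98.4% without background correction, 97.6% with both channels well above background and 96.6% with the mean of all probes of a gene, and with arrays left out it lay between 96.0% and 96.8%. The median log2 ratio of the 5 LTP genes was -1.35 with normexp and loess and -1.42 with loess and no background correction, and the cause was not tested. The largest chromosome median, over the means of the arrays, was 0.00895 with normexp and loess, 0.0123 without background correction, 0.0131 after median centring and 0.00515 without a filter, and 0.015 to 0.030 with arrays left out, against 0.0208. Of 21 gene sets, 0 passed under fry, where the smallest adjusted p was 0.0924 and suberin, auxin, brassinosteroid, expansins, gibberellin, peroxidases and the cutin and wax genes had an unadjusted p under 0.05. Under other settings some sets did pass fry. Suberin passed with both loess settings (0.0314 and 0.0429), with both channels well above background (0.0441) and with no replicate block (0.022). In that last fit peroxidases passed too, towards lower expression (0.0134), and cutin and wax genes and expansins passed towards higher expression (0.0392 for both). Cellulose synthases passed without replicate 3 (0.0361), also towards higher expression. With camera 2 to 5 sets passed with arrays left out.

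The enrichment of LTP genes among lower genes, the absence of hormone and wall sets enriched by Fisher's exact test, the clustering of called genes and the direction of the probes of S2 and S3 Tables kept their side of the threshold in every alternative run. Comparisons with an alternative covered the named genes and, under camera, the LTP, ABCG, auxin, suberin, and cutin and wax sets. Of these comparisons, 1070 kept their side of the adjusted p threshold, the 12 changes of sign included, 75 lost it and 6 gained it. Other sets are not in this count. Among them, photosynthesis genes passed camera without replicate 1 (adjusted p = 0.024) or 3 (0.0031), and pathogenesis-related genes without replicate 1 (0.038). Of the losses, 14 came with the methods' t-test, 14 with that test on the authors' table and 15 with its filter on 2 arrays, and 6, 9 and 6 without replicates 1, 2 and 3. Counting the fold minimum too, of 38 named genes that were called, 8 were not called by their brightest probe after normexp and loess and 7 with loess and no background correction, and 7 and 6 were not called by any probe. HEI10 kept its other probe. Among the genes lost by the brightest probe were AT2G18370, ORP4A, HEI10, AT1G54860 and ABCG16, whose adjusted p stayed under the threshold while the ratio fell below the fold minimum. The mean of all probes of a gene has no value per probe, and camera was not run with the t-test. Signal over background limits the size of falls: both channels were well above background on every array for 503 of the 626 lower and 229 of the 333 higher called probes.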

Differences from the paper's values

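The authors' table with the methods' t-test, the methods' t-test with a channel well above background on 2 arrays, and the removal of the GC trend were chosen only after the values were seen, and the other alternatives were set before the data were examined.

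The paper gives 416 differentially expressed genes, and 730 were called here. Of the alternatives set before the data were examined, normexp with loess (362), loess without background correction (384), both channels well above background (573) and the methods' t-test (434) come within a factor of 1.5 of the paper's number. The others do not. Of those chosen after seeing the values, the authors' table with the methods' t-test (432) and that test with the filter on 2 arrays (395) do, and the removal of the GC trend (718) does not.

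In its text the paper counts 111 transcripts that were more abundant in diploid plants, and 473 genes were lower in tetraploid plants here. No setting that was run reaches the paper's number in this direction. The paper's text places the larger group of transcripts in tetraploid plants. Here the larger group is lower in tetraploid plants in every setting with a fold minimum, by 473 genes to 257, which is the direction of S2 and S3 Tables. S2 Table, of higher genes, has 111 locus codes and S3 Table, of lower genes, has 306. The counts of 305 and 111 therefore appear to be exchanged in the paper's text. In this paragraph the values are set against that text and not against the tables. For the transcripts more abundant in tetraploid plants the paper's text gives 305, and 257 genes were higher here. With normexp and loess the count was 103, with loess and no background correction 107, with both channels well above background 179 and with the methods' t-test 120, all further than a factor of 1.5 from the paper's number.

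S2 Table of the paper holds 147 probes, and 333 probes were higher in tetraploid plants here. S3 Table of the paper holds 389, and 626 were lower. For S2 Table, the loess settings (130 and 137 probes) and the methods' t-test (162) come within a factor of 1.5, as do the t-test settings chosen after seeing the values (162 and 144). For S3 Table, the same settings do (344, 370 and 403, and 401 and 375), together with both channels well above background (504). By locus code, S2 Table of the paper has 111 and the count here is 257, with 103, 107 and 120 genes under the loess settings and the methods' t-test and 120 and 109 under the t-test settings chosen after seeing the values. S3 Table of the paper has 306 and the count here is 473, with 259, 277 and 314 under the same planned settings and 312 and 286 under those chosen afterwards. Both channels well above background (394), the mean of all probes of a gene (445) and the fit without replicate 2 (450) also come within a factor of 1.5 for S3 Table. Median centring, no filter, outlier spots kept, the authors' table, the intensity trend, no replicate block, no fold minimum, the 1.5-fold minimum, the FDR of 0.05, the removal of the GC trend and the fits without replicate 1 or 3 come within it for neither table. Of the 536 probes of the tables, 500 passed the filter used here and all 500 were called.

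For ORP4A (AT4G25860), S4 Table of the paper gives a fold change of -3.2, and the brighter probe gave -2.68 here. The error of a fold change was taken as its size times the natural log of 2 times the SD of the log2 ratio, and at least 0.05. On the log2 scale the paper's value is -1.68 and the value here is -1.42 with an SD of 0.27, so that on that scale the difference lies within the SD. On the scale of the fold change it lies just outside the error. Median centring (-2.69), the mean of all probes (-2.91) and the fits without replicate 1 (-2.94) or 3 (-2.67) fall within the error, as does the removal of the GC trend (-2.84), chosen after seeing the values. The other alternatives do not on this scale. For GLTP3 (AT3G21260) the paper's fold change is -3.1 and the value here is -2.61, and no alternative falls within the error on either scale. For AT2G37870 the paper gives -2.3 and the value here is -2.19. Both loess settings (-2.26), median centring (-2.21) and the mean of all probes (-2.27) fall within the error, as does the removal of the GC trend (-2.29), chosen after seeing the values, and the others do not. In each case the gene's dimmer probe gives a size nearer to the paper's value, 3.16-fold for ORP4A, 3.05-fold for GLTP3 and 2.35-fold for AT2G37870.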

Other observations

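The tests of sign flips, swapped dyes and chromosome medians, both tests on small ratios and paired probes, and both tests of the share of lower probes were chosen only after the results were seen.

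The calls themselves were tested first. When the sign of any 1 array was flipped, no probe was called by limma at these criteria and none had an adjusted p under 0.1, against 959 called with the signs as measured. That is 1 of 4 sign patterns, and a share of this size cannot exclude chance, because 3 arrays allow no smaller one. Removing the trend of each array's ratios with probe GC content left 96.6% of the called probes called, so this trend does not account for most calls. A dye effect that a whole transcript shares cannot be told apart from a difference in ploidy, with 0 arrays with swapped dyes. An extra or missing chromosome in the tetraploid line would move the median of 1 chromosome to about 0.32 or -0.42 on the log2 scale, and the largest median of any chromosome on any array was 0.0294 in size. The chromosome medians thus argue against an aneuploid tetraploid line.

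Many probes had small ratios past the adjusted p. Of 12577 such probes below a factor of 2, 93.0% stayed past it in the same direction after the GC trend was removed, which argues against that trend as the whole cause. GC content did leave a trace. Over 5910 genes with a pair of tested probes at least 60 bp apart, the difference in log2 ratio between the probes of a gene followed their difference in GC content across genes (Spearman's rho -0.313, Pearson's r -0.24, permutation test, p = 1e-05, the smallest these permutations can give), and rho was -0.31 once signal intensity was held constant. Genes are not independent replicates. The ratios of the paired probes correlated at 0.83. The second probe had the same sign in 87.6% of genes whose first probe was called different from 0 with a log2 size under 0.5, in 97.1% of those between 0.5 and 1 and in 98.4% of those above. Probe sequence may therefore be part of the ratio of single probes with small changes.

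Among probes past the fold minimum, more were lower than higher (65.3% of those called), and without the array of replicate 3 the share was 55.7%. Without the fold minimum it was 49.8%, a share that the dye normalization holds near even by setting the median ratio near 0, so it does not show at which size of change the imbalance lies. Replacing the dye normalization of Feature Extraction by normexp and loess raised the share of lower probes to 72.6%, so that this normalization is argued against as the cause of the imbalance. With both channels well above background on every array it was 68.8% (504 probes lower and 229 higher), which argues against signals near background as the whole cause. Whether the tetraploid line silences more genes than it induces was not tested.

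Called genes lay next to each other more often than random draws of the same number of genes. Among 20480 tested genes in order, 37 adjacent pairs were called in the same direction, against 14.0 in the mean of 10000 draws (ratio 2.64, one-sided permutation test, p = 1e-04, the smallest these draws can give). Tandem copies that read each other's probes are a candidate explanation, and pairs whose descriptions share no word were counted to test it. There were 18 such pairs against 8.08 in the draws, a ratio of 2.23 (one-sided permutation test, p = 0.002). Shared signal between copies that are described alike is argued against as the whole cause. Copies described in unlike words may remain among these pairs, because probe and gene sequences were not compared. Regional differences in expression, or differences between the lines near the called genes, stay open as hypotheses.

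Photosynthesis genes set the arrays apart. The median log2 ratio of 44 such genes was 0.94 on array 1, 0.19 on array 2 and -0.93 on array 3, with 40, 30 and 3 of the genes above 0. With all arrays their mean did not differ (camera, adjusted p = 0.842). The set passed camera in opposite directions with arrays left out. Its median was 0.57 without replicate 3 (camera, adjusted p = 0.0031) and -0.27 without replicate 1 (camera, adjusted p = 0.024). The medians of the 8 pathogenesis-related genes were 0.73, 0.07 and -2.16, but 4, 4 and 0 of these genes were above 0, so that they were split on arrays 1 and 2. Among them PR4 (AT3G04720) and AT3G12500, named after their values were seen, varied little between arrays (SD 0.15 and 0.13). With normexp and loess the medians of the photosynthesis genes still spanned 1.72, which argues against the dye normalization of Feature Extraction as the cause. By extract, each gene set against its mean over the 6 extracts, the tetraploid extract of replicate 1 stood at 0.66, that of replicate 3 at -0.44 and the diploid extract of replicate 3 at 0.39, a range of 1.09 over the extracts. A greener or less green extract, for instance from more light or from cotyledon tissue, cannot be told apart from chance differences between batches, because each batch was hybridized once. Genes that follow this pattern, such as DIR1, might have ratios that rest on single arrays: without replicate 3 the log2 ratio of DIR1 was 0.44 (adjusted p = 0.0612), against 0.06 with all arrays, and the number of genes higher in tetraploid plants was 386 in place of 257.

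Other gene sets differed among the called genes without a test of their cause. Peroxidase genes were frequent among lower genes, with 11 of 54 (odds ratio 11.1, Fisher's exact test, two-sided, adjusted over 20 comparisons p = 3.4e-07), although the median log2 ratio of the 54 genes was 0.02 and their mean was -0.30. Among the higher genes there were 3 peroxidase genes (odds ratio 4.68, Fisher's exact test, two-sided, p = 0.0302, adjusted p = 0.0754). Of 7 genes in the set of seed storage proteins and oleosins, 3 were higher, AT3G51810, AT5G51210 and AT5G54740 (Fisher's exact test, adjusted p = 0.00033). AT3G51810 is described as an Em-like protein, and AT5G54740 had no diploid signal well above background. The oleosin-like gene AT5G56100 of S4 Table was not in this set, and it was called lower with a log2 ratio of -2.88. Of the 8 pathogenesis-related genes, 3 were lower, AT3G04720, AT3G12500 and AT4G11650 (Fisher's exact test, adjusted p = 0.0025). The peroxidase set was written because a peroxidase gene stands near the top of S3 Table, and the pathogenesis-related set after PR4 had been seen there. The p-values of both sets are therefore not independent evidence. Of 329 genes of cytosolic ribosomal proteins, 1 was lower and 0 were higher by limma, although 7.58 and 4.12 were expected (adjusted p = 0.0233 and 0.0859, and unadjusted p = 0.0081 and 0.0386). These counts depend on the setting. No seed storage or oleosin gene was called by the methods' t-test and 1 was without replicate 2. Without replicate 3, 4 pathogenesis-related genes were called higher. The adjusted p of the ribosomal proteins among lower genes ranged from 0.0184 to 0.464 over the alternatives, and it was above 0.05 in both loess settings, with both channels well above background and with the methods' t-test. These genes were named after their values were seen.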
